A study of Mus musculus with 77 samples. Its data were reported in "Translatome Regulation in Neuronal Injury and Axon Regrowth" (2018).

How the data were processed

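RNA-seq libraries were made from mouse dorsal root ganglia of 5 Cre lines carrying the Rpl22-HA (RiboTag) allele. By the study's methods this allele was homozygous in the mice, except in Adv mice, where it was heterozygous. Adv-Cre and PGK-Cre mice were on a C57BL/6 background and Isl1-Cre, Runx3-Cre and Dhh-Cre mice on ICR, so strain and line could not be separated for a single line. For naive ganglia of each line there were 3 fractions: the lysate before the pull-down (input), the RNA bound by the anti-HA antibody (IP) and the lysate remaining after it (supernatant). The injury series held the IP and input of the Isl1 line and the IP of the Dhh line, from naive ganglia and 4, 12 and 24 h after sciatic nerve injury. Groups and replicate numbers were taken from the labels of the 77 samples, which gave 27 groups. The time-course Dhh samples are labelled as sensory neurons and the naive ones as glia, and they were grouped by line. No count column was analysed for replicate 2 of the naive Dhh IP, which left 76 libraries.

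According to its methods, the study depleted ribosomal RNA, amplified the cDNA, sequenced paired ends on an Illumina instrument, aligned the reads with STAR to the mm10 genome and counted them per RefSeq gene with HTSeq. The submitters' processing notes name CASAVA 1.8.2 and edgeR, and the builds mm9 and mm10 without saying which table used which. Whether counting used strand is not given in the sources used here, so counts of overlapping and antisense genes, and of near-identical family members, are uncertain. The values used were raw counts per gene as deposited by the authors in 6 tables: naive IP (15660 genes), naive input (15816), naive supernatant (15394), Dhh IP (11285), Isl1 input (12515) and Isl1 IP (11550). Beside each count column the authors deposited a normalized signal, which is the count scaled by 1 factor per library, and this was used only to derive the authors' effective library sizes. All 76 count columns matched 1 sample each, and 0 remained unmatched. In the injury series 97.5 to 97.8% of genes listed had a mean FPKM above 1, and in naive ganglia 67.2 to 69.7%. The tables differ in the genes they list, and a gene absent from a table was not tested there. Symbols that a spreadsheet had turned into dates (up to 23 per table) were restored through the RefSeq accession beside them, and 1 that could not be was dropped in each injury table.

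Total counts per library ran from 32848986 to 54088821 in the naive IP, 29710143 to 48026978 in the naive input, 33834924 to 53380482 in the supernatant, 39820669 to 53716839 in the Dhh IP, 38686481 to 45579373 in the Isl1 input and 37986724 to 45659030 in the Isl1 IP. At this depth the spread between libraries, not counting error, limits the precision of the genes named. No libraries of a group were near-identical: over the 71 pairs within groups, the chi-square statistic per gene lay between 5.54 and 375.

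Differential abundance was computed in R 4.3.3 with edgeR 4.0.16. Counts were scaled by the trimmed mean of M values (TMM), and each table was fitted with all its groups in 1 model, which gives 1 estimate of the spread. Quasi-likelihood F tests (glmQLFit and glmQLFTest) were adjusted by the Benjamini-Hochberg method, and genes at a false discovery rate (FDR) under 0.1 were called, the threshold the study names. Genes entered the test at a mean FPKM above 1, computed from the counts and the length of the RefSeq-matched, or otherwise longest, transcript of each gene in GENCODE M21, and genes with no length there (66 to 277 per table) were not tested. The SE is the log2 change divided by the square root of F. CPM are counts divided by the library total, times 1e+06. IP was compared with input, and supernatant with input, in fits of the genes shared by both tables. The difference between the IP and input responses of the Isl1 line, and that between the Isl1 IP and Dhh IP responses, were interaction terms in such joint fits. With 3 libraries against 3, genes whose libraries do not overlap make up 10% by chance, and with 2 against 3, 20%.

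The genes named were chosen by a rule fixed before the data were examined. It takes the tagged gene and the driver genes in every group. For each contrast it takes the 10 largest rises and 10 largest falls (5 for interactions) among called genes with a mean count of at least 50 whose libraries do not overlap, leaving out predicted genes, olfactory receptors, small RNAs and pseudogenes. It adds up to 4 members of each list with the smallest p, and genes named in the study's text. Dbp at 12 h and Jun at 24 h in the Isl1 IP, Isg15 at 24 h and Gbp2 in the 24 h input lie outside it and were chosen after their values were seen.

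The 27 gene lists were fixed at the same time. They held markers of sensory neurons, nociceptors, proprioceptors, myelinating Schwann cells, satellite glia with immature Schwann cells, endothelial cells, fibroblasts, mural cells, macrophages, neutrophils and erythrocytes. The others were regeneration-associated, immediate early, repair Schwann cell, sterol synthesis, interferon response, acute phase, circadian clock, glucocorticoid response, cytosolic ribosomal protein, cap-binding and initiation, unfolded protein and integrated stress response, oxidative phosphorylation, voltage-gated channel, heat shock, cell cycle and nuclear long non-coding RNA genes. Some genes stand in more than 1 list, such as Gap43 among sensory neuron markers and regeneration-associated genes. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, and with fry, with adjustment over the lists of a contrast. Counts adjusted over the list alone used the p values of its members only.

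For the question on cytosine-rich 5' UTRs, the longest annotated 5' UTR of each gene in GENCODE M21 was searched for a window of 15 nt with at least 9 C and at least 13 C or G. Shares were compared by a permutation test (numpy 2.4.6, 1e+05 resamples, two-sided).

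IP, input and supernatant of the same line, time and number were taken as 1 animal sample, because the study set aside part of each lysate as input. Deviations from the group mean correlated by 0.23 to 0.71 in 9 of 9 IP and input pairs of the injury series, by over 0.1 in 10 of 14 naive IP and input pairs (-0.13 to 0.85) and in 13 of 15 supernatant and input pairs (-0.14 to 0.90). A fit with the animal as a block was therefore added for comparisons between fractions. Samples of different lines or times that carry the same number were not treated as pairs, because the labels give only the shared number. Their deviations correlated by a median of 0.525 in supernatants, 0.215 in naive inputs and 0.165 in naive IP. Pairs with other numbers had medians of -0.27, -0.12 and -0.075. A factor shared by number is therefore not excluded, and the main fits leave it out.

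Alternatives fixed before the data were examined were DESeq2 1.42.0, edgeR's likelihood ratio test, DESeq2's size factors, no FPKM filter, filterByExpr, the replicate number as a block, an FDR under 0.05, only the 2 groups compared, matched replicate numbers, and leaving out each library in turn. The authors' effective library sizes, the animal block, leaving out the second pull-downs and corrections for transcript length and GC content were added after seeing the data. The procedure was tested on simulated counts with 200 changed genes: 2-fold changes were recovered for 61.2% of genes in the Isl1 and Adv IP, 94% in the Isl1 IP at 24 h, 91% in the Isl1 input at 4 h, 65.7% in the Dhh IP at 24 h, 98.5% for the IP and input difference at 12 h and 97% between supernatant and input, with 7.1 to 10.3% false calls. Simulated genes varied independently of each other, so these shares do not cover variation that moves many genes of a library together. Other runs used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.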

Results

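RNA was sequenced from dorsal root ganglia (DRG) of RiboTag mice, in which a Cre driver switches on an HA-tagged form of the ribosomal protein Rpl22, so that ribosomes of the Cre-expressing cells, with the RNAs bound to them, can be pulled down with an antibody to HA. The drivers were Adv and Isl1 for sensory neurons, Runx3 for proprioceptive neurons, which sense muscle stretch and limb position, Dhh for the Schwann cells and satellite cells of the ganglion, and PGK for all cells. Ganglia of uninjured (naive) mice of these 5 lines gave an HA pull-down (IP), the lysate before it (input) and the lysate left after it (supernatant). Ganglia of Isl1 and Dhh mice were also collected 4, 12 and 24 h after injury of the sciatic nerve, with naive ganglia of their own beside them. The same naive ganglia served all times, and no group is labelled as sham-operated or matched for time of day. Effects of surgery and of time of day therefore cannot be told apart from those of the nerve injury. The labels name 77 samples in 27 groups, and 76 libraries were analysed. Groups held 3 libraries, except 2 for the naive Dhh IP, the Isl1 input at each time after injury and the Dhh IP at 24 h. The total count per library ran from 29710143 to 54088821. The labels do not say that replicates came from separate animals, so p-values measure the spread between these samples. Changes are log2 changes ± SE from edgeR's quasi-likelihood test, and a gene counted as higher, lower, risen or fallen when its adjusted p was under 0.1. Gene positions are those of the mm10 assembly in the GENCODE annotation.

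The first question was whether each pull-down held the RNA of the cells its driver marks. Dhh, the gene of a signal made by Schwann cells (chromosome 15, 98891152 to 98898540), stood at 526 ± 95.9 CPM (counts scaled to library size; SD, n = 2) in the Dhh IP and at 9.98 ± 2.56 CPM (n = 3) in the Isl1 IP. Runx3, a transcription factor of proprioceptive neurons (chromosome 4, 135120652 to 135177990), stood at 74.2 ± 8.11 CPM in the Runx3 IP, against 13.7 ± 3.7 in the Isl1 IP and 10.2 ± 1.27 in the Adv IP (n = 3 each). Isl1, a transcription factor of sensory neurons, was at 127 ± 16.7 CPM in the Isl1 IP, 147 ± 6.17 in the Adv IP and 8.18 ± 1.64 in the Dhh IP. Avil was lower in the Adv IP (221 ± 118 CPM) than in the Isl1 IP (655 ± 239), a difference that did not pass (edgeR, adjusted p = 0.412). Rpl22 itself lay between 87.5 ± 24.3 CPM in the Runx3 IP and 179 ± 32 in the Adv IP, and Pgk1, the gene whose promoter drives the PGK line, lay between 40.9 and 83.5 CPM in all 5 pull-downs. Summed over the 18 sensory neuron markers fixed before the data were examined, the Isl1 IP held 40030 ± 3945 CPM, the Adv IP 41220 ± 1297, the Runx3 IP 56920 ± 425 and the Dhh IP 1996 ± 493. The myelinating Schwann cell markers summed to 51940 ± 2760 CPM in the Dhh IP and to 946 ± 42.9 in the Isl1 IP.

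**Figure D1:**
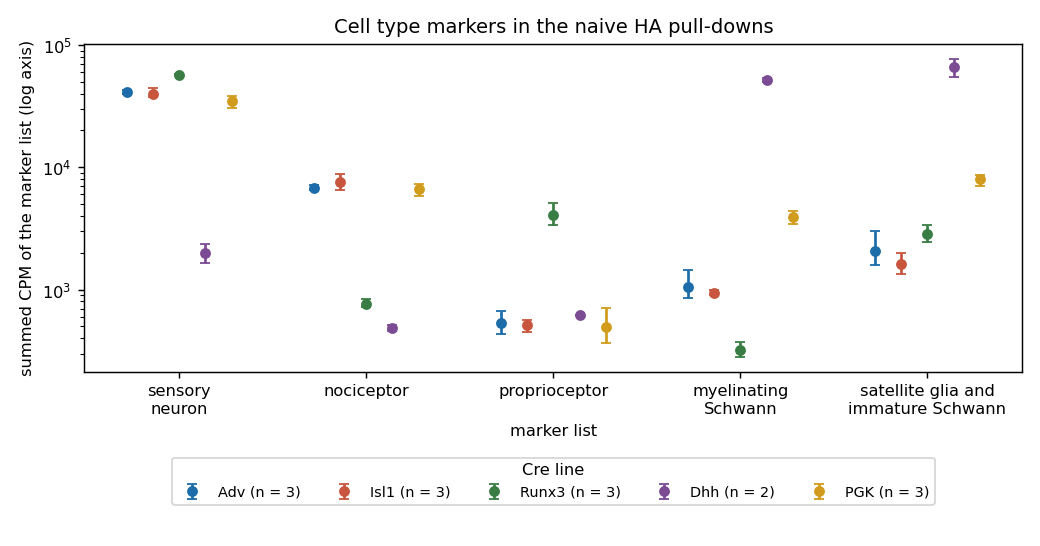
Summed CPM of 5 marker lists (log vertical axis) in the naive HA pull-downs of the 5 Cre lines; points are means and bars run from the lowest to the highest library. The Dhh pull-downs were highest in both glial lists and lowest in sensory neuron markers, and the Runx3 pull-downs were highest in proprioceptor markers.

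How glial and neuronal ribosome-bound RNA differ was asked by comparing the naive Dhh IP with the naive Isl1 IP. The Dhh IP was far richer in myelin RNAs: Mbp, the gene of a structural myelin protein (chromosome 18, 82475146 to 82585637), was higher by 6.98 ± 0.39, from 90.2 ± 18.9 CPM in the Isl1 IP to 11380 ± 1123 in the Dhh IP. The lipid carrier Apoe was higher by 8.94 ± 1.02, Pllp by 6.80 ± 0.28, Pmp22 by 3.19 ± 0.14 and Mag by 8.47. Among the largest falls in the Dhh IP were those of 4 neuropeptide genes, Nts at -5.93, Nppb at -5.31 ± 0.34, Cartpt at -5.29 and Gal at -5.17. Tubb3 (-4.97 ± 0.30), Nefl (-4.47) and Prph (-3.69), cytoskeleton genes among the sensory neuron markers, were lower too. All 15 tested myelinating Schwann cell markers were higher (15 adjusted over the list alone), among them Drp2 (5.47 ± 0.22) and Mal (5.98). This list passed a competitive set test with a preset correlation (camera, adjusted p = 7.61e-08) but had an adjusted p = 0.34 with an estimated correlation. Of 12 satellite glia and immature Schwann cell markers, 11 were higher (11 adjusted over the list alone; camera adjusted p = 0.000441, and adjusted p = 0.428 with an estimated correlation), including the glial transcription factor Sox10 (8.18 ± 0.55) and the potassium channel Kcnj10 (8.28). All 18 sensory neuron markers were lower (18 adjusted over the list alone), such as Pou4f1 (-4.20 ± 0.17) and Stmn2 (-4.46), with a camera adjusted p = 1.73e-11, and adjusted p = 0.011 with an estimated correlation. The 18 tested nociceptor markers, of neurons that sense pain, were all lower (Scn11a, a sodium channel, -3.74; 18 adjusted over the list alone; adjusted p = 0.045 with an estimated correlation). Glucocorticoid response genes were higher in the Dhh IP for 9 of 9 (9 adjusted over the list alone), with Sgk1 at 3.72, and clock genes for 10 of 13 (10 adjusted over the list alone), with Dbp at 5.00 and Per1 at 3.50. Their adjusted p values were 0.00486 and 0.0168, and 0.34 and 0.359 with an estimated correlation. In all, 8945 of 10521 genes differed, 4596 higher and 4349 lower in the Dhh IP, and 5957 of them by over 2-fold. By DESeq2's size factors the balance turned, to 4382 higher and 4547 lower. The counts were 8909 against the Adv IP, 9045 against the Runx3 IP, where Pvalb (-7.34 ± 0.80) and Calb2 (-7.36) were among the lowest, and 8629 against the PGK IP.

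Proprioceptive neurons were compared with sensory neurons at large through the naive Isl1 and Runx3 pull-downs. Among the genes highest in the Isl1 IP were the galanin gene Gal by 5.42, the itch and pain receptor gene Mrgprd by 4.97 ± 0.50, Mrgprb4 by 5.21 and Scgn by 4.98. All 18 nociceptor markers were higher (18 adjusted over the list alone), among them Scn11a (3.95 ± 0.15) and Scn10a (3.63), with a camera adjusted p = 2.06e-25, and adjusted p = 0.00256 with an estimated correlation. All 7 proprioceptor markers were lower in the Isl1 IP (7 adjusted over the list alone), with Runx3 at -2.44 ± 0.23, Spp1 at -2.93, Whrn at -2.79 and Etv1 at -1.99 (camera adjusted p = 9.98e-06, and adjusted p = 0.0678 with an estimated correlation). The heavy neurofilament Nefh was lower at -1.62 ± 0.19 and the neurotrophin receptor Ngfr was higher by 1.5. Regeneration-associated genes were higher for 15 of 19 (16 adjusted over the list alone), with Gap43 at 3.56, and sterol synthesis genes for 14 of 19 (14 adjusted over the list alone). These lists had adjusted p values of 0.00122 and 1.73e-05 by camera, and 0.988 and 0.101 with an estimated correlation. Among the genes highest in the Runx3 IP were the mast cell proteases Mcpt4 (-5.67), Tpsb2 (-5.35) and Cma1 (-5.10), the chemokine Ccl5 (-4.91) and the neutrophil granule genes Camp (-4.53) and Ltf (-4.46). All 5 neutrophil markers were lower in the Isl1 IP (5 adjusted over the list alone; camera adjusted p = 0.0943, and adjusted p = 0.988 with an estimated correlation). Over all genes, 2868 were higher and 2949 lower in the Isl1 IP, and 3044 and 2978 in the Adv IP, where 17 of 18 nociceptor markers were higher (17 adjusted over the list alone; adjusted p = 0.00537 with an estimated correlation). Against the PGK IP, the Runx3 IP had 3045 higher and 3751 lower genes, with Pvalb at 3.35 and Esrrb at 3.41. The balance of higher and lower genes turned with the scaling: by DESeq2's size factors it was 3558 and 3330 for Runx3 against PGK and 2763 and 3276 for Adv against Runx3, and by the authors' library sizes 3168 and 2569 for Isl1 against Runx3.

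Against the PGK pull-down, which draws on all cells, the pull-downs of sensory neurons were poorer in glial and vascular RNAs. Isl1 had lower Pmp2 (-5.74) and Apoe (-5.73 ± 0.87), and 14 of 15 myelinating Schwann cell markers were lower (15 adjusted over the list alone; camera adjusted p = 4.42e-18, and adjusted p = 0.105 with an estimated correlation). All 6 tested fibroblast markers (6 adjusted over the list alone), 5 of 6 endothelial (5), 4 of 5 mural cell (4) and 6 of 7 macrophage markers (6, each adjusted over the list alone) were lower as well. Camera gave these 4 lists adjusted p values of 7.37e-09, 0.000745, 0.000745 and 0.00701, and 0.105, 0.474, 0.105 and 0.499 with an estimated correlation. None of the 18 sensory neuron markers differed at an adjusted p under 0.1 between Isl1 and PGK (edgeR), while the list was higher in Isl1 by camera (median 0.28; adjusted p = 0.0412, and adjusted p = 0.499 with an estimated correlation), and so in Adv (median 0.19; 0.0488 and 0.502). In Adv, Erbb3 (-5.12), Cdh19 (-4.57) and Papln (-5.59) were lower than in PGK, and all 15 myelinating markers were lower (15 adjusted over the list alone; adjusted p = 0.0909 with an estimated correlation). The Isl1 IP differed from PGK in 2119 genes (501 higher, 1618 lower) and the Adv IP in 1596 (177 higher, 1419 lower). With only the libraries of Isl1 and PGK in the fit the first count was 1273, and without the FPKM filter the counts were 3258 and 2544. With DESeq2's size factors 870 genes were higher and 1500 lower in Isl1, and 345 and 1362 in Adv.

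Isl1 and Adv both mark sensory neurons at large, and no gene passed the main test between their naive pull-downs. By edgeR's quasi-likelihood test 0 of 10521 genes passed, with 1254 at an unadjusted p under 0.05 and a smallest adjusted p = 0.306, while DESeq2 called 189 genes and edgeR's likelihood ratio test 42. Libraries of the 2 lines did not overlap in 16.9% of genes, against 10% by chance for 3 libraries against 3. The neuropeptide Npy (4.06 ± 1.34, adjusted p = 0.412) and Sprr1a (4.62 ± 1.54, adjusted p = 0.412) were the furthest apart among the regeneration-associated genes and did not pass by edgeR, while DESeq2 called both (3.98 and 4.56). Myelinating Schwann cell markers had a median difference of -1.02, and 7 were lower in Isl1 when adjusted over the list alone (0 over all genes; camera adjusted p = 0.00157, and adjusted p = 0.58 with an estimated correlation). Camera called 14 of 25 lists between these lines with the preset correlation, and 0 of them also with an estimated correlation. Another split of the same libraries gave 2381 genes, so the 0 genes do not show that the lines are alike. The 2 lines also differ in mouse strain, ICR for Isl1 and C57BL/6 for Adv. By the study's methods they differ in the Rpl22-HA allele too, homozygous in Isl1 and heterozygous in Adv.

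Each pull-down was then set against the input of its own line, which tells what ribosomes of the tagged cells hold relative to the whole ganglion. In the Isl1 line, glial RNAs were depleted: Egr2 at -5.28, Ptgds at -6.05, Gpnmb at -5.36 and Apoe at -4.94 ± 0.65. All 15 myelinating Schwann cell markers (15 adjusted over the list alone) and 11 of 12 satellite glia markers (11 adjusted over the list alone) were lower in the IP (camera adjusted p = 3.57e-19 and 1.25e-12, and adjusted p = 0.0292 and 0.0292 with an estimated correlation). Fibroblast markers were lower for 10 of 10, macrophage markers for 10 of 11, neutrophil markers for 5 of 5 and repair Schwann cell genes for 2 of 6, with 10, 10, 5 and 2 adjusted over the list alone. Their adjusted p values were 0.0416, 0.291, 0.379 and 0.291 with an estimated correlation, and that of fibroblast markers became 0.114 with the animal as a block. RNAs that stay in the nucleus were lower too: all 4 tested nuclear long non-coding RNAs, among them Neat1 (-2.21 ± 0.26), Meg3 (-2.16) and Snhg11 (-1.82; 4 adjusted over the list alone, adjusted p = 0.094 with an estimated correlation). Sensory neuron markers were higher for 4 of 18 (0 adjusted over the list alone), as for the neurofilaments Nefm (0.55) and Nefl (0.57), and this list had a camera adjusted p = 0.0427, and adjusted p = 0.315 with an estimated correlation. In all, 3286 genes differed (1302 higher, 1984 lower), and the count was 5145 without the FPKM filter.

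In the Adv line 4899 genes differed (2293 higher, 2606 lower), and all 15 myelinating Schwann cell markers were lower (15 adjusted over the list alone; adjusted p = 0.0644 with an estimated correlation, and 0.104 with the animal as a block). In the Dhh line 8760 genes differed (4552 higher, 4208 lower). Myelin RNAs were enriched there, with Mbp at 3.48 ± 0.29 and Pmp22 at 2.06, and the neuregulin receptor Erbb3 was higher by 6.20. All 18 sensory neuron markers were lower (18 adjusted over the list alone), with Isl1 at -3.84 ± 0.14 and Thy1 at -4.50 (camera adjusted p = 1.43e-12, and adjusted p = 0.000104 with an estimated correlation). In the Runx3 line 7529 genes differed. Proprioceptor markers were higher for all 7 (7 adjusted over the list alone), with Runx3 at 3.48 ± 0.29, Whrn at 3.66 and Spp1 at 2.61. Nociceptor markers were lower for 16 of 18 (17 adjusted over the list alone). These 2 lists had adjusted p = 0.0522 and 0.000587 with an estimated correlation. Oxidative phosphorylation genes were higher for 39 of 61 (38 adjusted over the list alone; camera adjusted p = 0.0018, and adjusted p = 0.525 with an estimated correlation). The PGK line, where all cells are tagged, differed least in size: 1933 genes passed, 155 of them by over 2-fold. Cytosolic ribosomal protein RNAs were lower in the IP than in the input there for 25 of 41 (31 adjusted over the list alone), with Rplp0 at -1.08 and Rpl32 at -1.36 (camera adjusted p = 2.3e-17, and adjusted p = 0.124 with an estimated correlation). Over all lines this list was also lower in the supernatant than in the input, as given below. The fall in the IP therefore does not show that these RNAs were less bound to ribosomes. The nuclear long non-coding RNAs were lower for all 4 (4 adjusted over the list alone), with Snhg11 at -2.43 ± 0.24, Meg3 at -2.15 and Neat1 at -1.72 (adjusted p = 0.00613 with an estimated correlation). Foxo3 (1.69) and Rab11fip4 (1.70) were among the most enriched. The PGK count was 977 without input replicate 2, 1243 and 1213 without IP replicates 1 and 3, and 3669 with the animal as a block. It was 362 with only the 6 PGK libraries in the fit and 3229 without the second pull-downs of every line, both tried after seeing the data. The block also brought further lists under 0.1 by camera. In Adv these were repair Schwann cell genes (lower, adjusted p = 0.0752, from 0.113), oxidative phosphorylation (higher, 0.0836, from 0.107) and voltage-gated channels (higher, 0.0476, from 0.111). In Dhh they were regeneration-associated genes (lower, 0.027, from 0.146), the interferon response (higher, 0.0274, from 0.348), clock genes (higher, 0.0297, from 0.122) and nuclear long non-coding RNAs (lower, 0.0559, from 0.228). In Runx3 they were the interferon response (lower, 0.00782, from 0.144) and nuclear long non-coding RNAs (lower, 0.0144, from 0.124). With an estimated correlation these 9 lists had adjusted p values of 0.207 to 0.731.

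What the pull-down leaves behind was measured in the supernatants. Over all lines, 2407 genes differed between supernatant and input (1229 higher, 1178 lower), but only 3 by over 2-fold, and the median size of the change was 0.22. Ribosomal protein RNAs were lower in the supernatant for 32 of 68 (38 adjusted over the list alone), with Rpl32 at -0.57, and voltage-gated channel RNAs higher for 10 of 36 (11 adjusted over the list alone), with Kcna1 at 0.33. Camera gave these lists adjusted p values of 3.62e-13 and 0.000356, and 0.592 and 0.592 with an estimated correlation. With the animal as a block, 4392 genes differed, and with the authors' effective library sizes 1552 were higher and 858 lower. Satellite glia RNAs were lower in supernatants of the Dhh line than in those of Isl1: Fabp7 was lower at -2.05 ± 0.18, Apoe at -2.15 ± 0.22, Kcnj10 at -1.47 and Foxd3 at -1.34. In this list 7 of 11 markers were lower (9 adjusted over the list alone; camera adjusted p = 4.13e-29, and adjusted p = 6.87e-06 with an estimated correlation). Myelinating markers were lower for 1 of 15 (11 adjusted over the list alone; adjusted p = 0.31 with an estimated correlation). Between these supernatants 341 genes differed, 318 of them lower in Dhh. Over all 10 pairs of lines 403 genes differed in the supernatant, and 223, 248 and 236 without Isl1 supernatant replicate 2, Isl1 replicate 3 or Dhh replicate 1. Macrophage markers were higher in the Isl1 than in the PGK supernatant for 1 of 12 (7 adjusted over the list alone; adjusted p = 0.0759 with an estimated correlation), with Cd163 at 2.07.

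The inputs of the 5 lines served as the background without a pull-down, and they differed in 1 gene. Klf15, a glucocorticoid-induced transcription factor, passed in both pairs where any gene did, higher in Dhh than in PGK (1.45 ± 0.19, adjusted p = 0.0363) and in Adv than in PGK (1.34 ± 0.19, adjusted p = 0.0861). The other 8 pairs had 0 genes by edgeR's quasi-likelihood test, with 164 to 1664 genes at an unadjusted p under 0.05, while over all pairs DESeq2 called 393 genes and the likelihood ratio test 152. Erythrocyte markers were higher in Dhh than in PGK for 0 of 3 (2 adjusted over the list alone; camera adjusted p = 0.000824, and adjusted p = 0.117 with an estimated correlation). Glucocorticoid response genes were higher for 0 of 9 (6 adjusted over the list alone; adjusted p = 0.0361 with an estimated correlation). Between ICR and C57BL/6 inputs, 3 genes were lower in ICR, among them Khdrbs1 (-0.38 ± 0.061). The count over all pairs became 42, 9 and 2 without Dhh replicates 3, 1 and 2, 4, 4 and 5 without Isl1 replicates 1, 2 and 3, 2 without Adv replicate 3, 3 without Runx3 replicate 3 and 0 without PGK replicate 3. That between strains became 6 without Dhh replicate 3 and 0 without any other library but Isl1 replicate 1.

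The response of sensory neurons to nerve injury was followed in the Isl1 IP, where Isl1 stood at 122 ± 2.47 CPM in naive ganglia and 109 ± 18.5 CPM at 24 h (n = 3 each). At 4 h, some immediate early genes rose: Cyr61, the gene of a matrix-associated growth signal, rose by 4.27 ± 0.51 and the transcription factor Egr1 by 2.00 ± 0.30. Csrnp1 (1.15), the Notch target Hes1 (0.90), the kinase Dyrk3 (0.73) and the splicing factor Srsf5 (0.73 ± 0.076) rose too. Rsrp1 fell by 2.20 ± 0.16, and so did the splicing kinase Clk1 (-1.78), Map3k14 (-1.73), Gltp (-1.21), Mbd6 (-1.17) and the chaperone Hspa1a (-1.14 ± 0.27, adjusted p = 0.0497). Cytosolic ribosomal protein RNAs fell by a small amount for 46 of 83 (75 fell and 1 rose adjusted over the list alone), as for Rpl7a (-0.58 ± 0.083), Rpl6 (-0.58) and Rps2 (-0.56). The initiation factor Eif4a2 fell by 0.66 ± 0.12. Immediate early genes rose for 3 of 14 (9 rose and 1 fell adjusted over the list alone), and heat shock genes fell for 2 of 10 (5 adjusted over the list alone). The adjusted p values of these 3 lists were 4.2e-69, 2.12e-10 and 0.00454 by camera, and 0.197, 0.197 and 0.68 with an estimated correlation. In all, 71 genes rose and 274 fell, 13 by over 2-fold. The count of 345 became 110, 174, 137, 149 and 143 without 4 h replicates 2 and 3 and naive replicates 1, 2 and 3, and 1435 with only the 6 libraries compared.

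At 12 h, acute phase and stress response genes rose. Metallothioneins rose (Mt2 by 2.99 ± 0.39, Mt1 by 2.61 ± 0.32). So did the chemokine Cxcl10 (3.01), the collagen Col4a1 (2.63), Sdc4 (2.51), tissue factor F3 (2.51), the cytokine signalling inhibitor Socs3 (2.28 ± 0.22) and Atf3 (2.46 ± 0.26), a transcription factor that marks injured sensory neurons (chromosome 1, 191170296 to 191218039). Rsrp1 (-1.33), Taf1a (-1.21), Lrrn4 (-1.04) and Arc (-0.81) fell. Acute phase genes rose for 3 of 8 (8 adjusted over the list alone), with Cebpd at 2.04, and glucocorticoid response genes for 5 of 10 (7 adjusted over the list alone), with Cdkn1a at 0.82. Regeneration-associated genes rose for 7 of 19 (11 adjusted over the list alone), with Sox11 at 0.83 and Smad1 at 0.35. Genes of the unfolded protein and integrated stress response rose for 6 of 16 (8 adjusted over the list alone), with Trib3 at 0.84 and Atf4 at 0.58. With an estimated correlation these 4 lists had adjusted p values of 0.0341, 0.0341, 0.0703 and 0.0341. Markers of glia moved with them: 1 of 10 myelinating Schwann cell markers rose (2 adjusted over the list alone; median 0.54), 0 of 7 satellite glia (2; median 0.84) and 2 of 4 repair Schwann cell markers (2 rose and 1 fell; median 0.62). Camera gave these 3 lists adjusted p values of 0.00694, 0.0617 and 0.0668, and 0.668, 0.593 and 0.234 with an estimated correlation. Clock genes went both ways: 3 of 11 rose, with Per1 at 1.10, and Clock fell by 0.32 (5 and 2 adjusted over the list alone; camera adjusted p = 0.0032, and adjusted p = 0.175 with an estimated correlation). In all, 258 genes rose and 313 fell. The count of 571 became 201, 373 and 315 without 12 h replicates 1, 2 and 3, 81, 103 and 130 without naive replicates 1, 2 and 3, and 1861 with only the 6 libraries compared.

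At 24 h the neuronal pull-down showed a broad regeneration response. Atf3 rose by 5.35 ± 0.28, from 11.9 ± 0.152 CPM in naive to 486 ± 165 CPM (n = 3 each). The protease inhibitor Timp1 rose by 5.00 ± 0.46, the growth factor Areg by 3.24, the orphan receptor Gpr151 by 3.05, Sprr1a by 3.03, the adhesion molecule Flrt3 by 2.98 ± 0.16, the growth arrest gene Gadd45a by 2.96 ± 0.20 and the activin antagonist Fst by 2.82. The endothelin receptor Ednra fell by 1.42 ± 0.15, Bambi at -1.25, the somatostatin receptor Sstr1 at -1.04, and the antigen presentation genes Cd74 (-1.21), H2-Aa (-1.18) and H2-Ab1 (-1.09) fell as well. Regeneration-associated genes rose for 17 of 19 (18 adjusted over the list alone), with Sox11 at 2.48 ± 0.16 and Jun at 1.67 (camera adjusted p = 1.87e-62, and adjusted p = 0.00131 with an estimated correlation). Stress response genes rose for 13 of 16 (15 adjusted over the list alone), with Chac1 at 1.68, Trib3 at 1.19, Ddit3 at 0.92 and Hspa5 at 0.63 (adjusted p = 0.00377 with an estimated correlation). Acute phase genes rose for 7 of 8 (7 adjusted over the list alone), with Socs3 at 2.73 and Il4ra at 0.65 (adjusted p = 0.0262 with an estimated correlation). Immediate early genes rose for 10 of 14 (12 adjusted over the list alone), interferon response genes for 10 of 13 (11), with Rsad2 at 2.09 and Ifit1 at 1.58, and sterol synthesis genes for 11 of 20 (13, each adjusted over the list alone). Camera gave these 3 lists adjusted p values of 7.07e-10, 3.9e-09 and 1.04e-05, and 0.109, 0.16 and 0.298 with an estimated correlation. Voltage-gated channel genes fell for 5 of 44 (2 adjusted over the list alone), with Kcna4 at -0.36 and Cacnb2 at -0.47. Cap-binding and initiation genes rose for 3 of 21 (5 rose and 1 fell adjusted over the list alone), with Eif4ebp1, an inhibitor of the cap-binding protein, at 0.87 and Eif2ak3 at 0.48. These 2 lists had adjusted p values of 0.723 and 0.221 with an estimated correlation. Repair Schwann cell genes rose for 3 of 4 (3 adjusted over the list alone; adjusted p = 0.052 with an estimated correlation), Timp1 among them. Eif4e, the cap-binding protein itself, was at 0.18 ± 0.071, adjusted p = 0.11 by this test, while DESeq2 and the likelihood ratio test called it (0.19 and 0.18). None of 18 sensory neuron markers and none of 83 ribosomal protein genes passed edgeR's test, and Birc5 (0.49), the only cell cycle gene tested, rose. In all, 1266 genes rose and 829 fell, and the count of 2095 became 1322, 1158 and 1248 without naive replicates 1, 2 and 3, and 1335 with only the 6 libraries compared, so the order of counts over time depended on this choice.

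**Figure D2:**
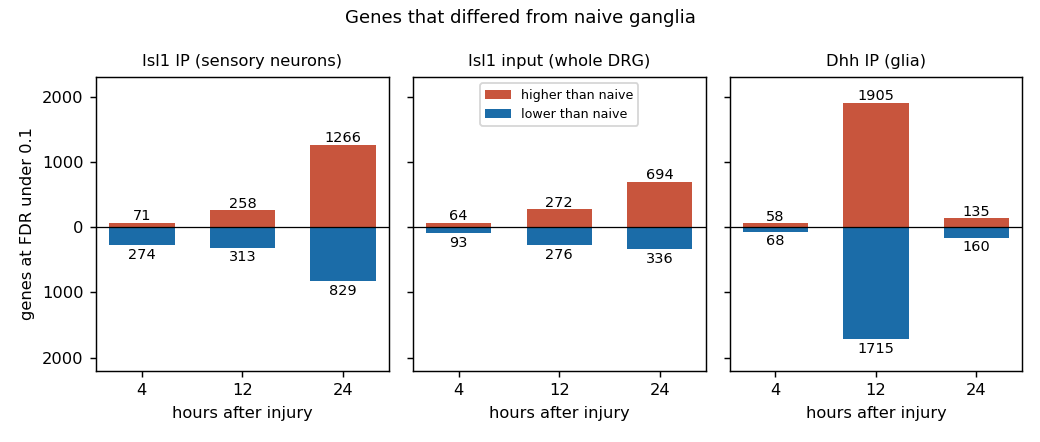
Genes at FDR under 0.1 against naive ganglia (vertical axis; higher above 0, lower below 0) at the 3 times after injury in the IP and input of Isl1 and the IP of Dhh. The Dhh IP had its largest count at 12 h, with 1905 higher and 1715 lower genes.

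Total RNA of the same ganglia was measured in the Isl1 input. At 4 h immediate early genes rose: Cyr61 by 6.23 ± 0.61, Egr1 by 3.87 ± 0.37, Fos by 3.07, Zfp36 by 2.58, Ier2 by 2.30 and Nr4a1 by 1.54. Rsrp1 (-1.69), Nrarp (-1.47), Klf2 (-1.27) and Clk1 (-1.21) fell. The immediate early list had 8 risen and 1 fallen of 19 (12 and 3 adjusted over the list alone; camera adjusted p = 3.71e-25, and adjusted p = 0.218 with an estimated correlation). At 12 h Mt2 (3.03), Socs3 (2.45), Atf3 (2.32 ± 0.21) and the fatty acid carrier Fabp4 (2.61) rose, while the clock output gene Dbp (-2.37 ± 0.28), Dhrs2 (-2.43), Aspa (-1.91) and the myelin gene Pmp2 (-1.88) fell. Myelinating Schwann cell markers fell for 4 of 15 (11 adjusted over the list alone), with Mbp at -0.42. Acute phase genes rose for 6 of 9 (9 adjusted over the list alone), with adjusted p values of 0.309 and 0.136 with an estimated correlation. At 24 h the serum amyloid genes Saa1 (6.26) and Saa2 (5.23), Atf3 (5.00 ± 0.22), Il6 (4.48), Ptx3 (4.17) and Timp1 (3.05) rose, and Pmp2 (-1.65), H2-Aa (-1.27) and Lum (-1.18) fell. Regeneration-associated genes rose for 17 of 19 (17 adjusted over the list alone; adjusted p = 0.000179 with an estimated correlation). Acute phase genes rose for 9 of 9 (9 adjusted over the list alone; adjusted p = 0.055 with an estimated correlation). Repair Schwann cell genes rose for 3 of 7 (3 adjusted over the list alone; adjusted p = 0.0739 with an estimated correlation), with Gfap at 2.13. Mbp (-0.52 ± 0.095) fell. With only the libraries compared in the fit, more genes passed at 4 and 12 h, as given further below. In the main fit, counts were 157 (64 higher, 93 lower) at 4 h, 548 (272 and 276) at 12 h and 1030 (694 and 336) at 24 h. These counts moved with each of the 5 libraries behind them: at 4 h they were 11 and 40 without 4 h replicates 2 and 3 and 57, 36 and 77 without naive replicates 1, 2 and 3. In the same order they were 258, 29, 53, 150 and 277 at 12 h, and 615, 1943, 685, 491 and 517 at 24 h.

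Glia were followed in the Dhh IP, where Dhh stood at 610 ± 142 CPM in naive ganglia (n = 3) and at 551 ± 156 CPM at 24 h (n = 2). At 4 h immediate early genes rose strongly: Cyr61 by 6.64 ± 0.56, Egr1 by 6.26, Fos by 5.80 ± 0.45, Zfp36 by 4.80, Ier2 by 4.76, Btg2 by 4.62, Fosb by 3.41 and Junb by 3.14. Hif3a (-2.44), the clock gene Per2 (-2.04) and the cell cycle kinase Wee1 (-1.99) fell. Immediate early genes rose for 12 of 19 (14 rose and 1 fell adjusted over the list alone; camera adjusted p = 6.54e-64, and adjusted p = 0.0145 with an estimated correlation). Regeneration-associated genes rose for 3 of 13 (7 adjusted over the list alone; adjusted p = 0.0219 with an estimated correlation), with Jun at 3.03 ± 0.29 and Atf3 at 2.23. Clock genes fell for 1 of 15 (9 adjusted over the list alone; camera adjusted p = 5.46e-06, and adjusted p = 0.17 with an estimated correlation). At 12 h the orphan receptor Gpr3 (5.51), Fosb (5.18), the cytokine receptor Tnfrsf12a (5.14 ± 0.33), Maff (4.82), Nfil3 (4.42) and Gadd45b (4.37) rose most, and Zfp663 (-3.45), Lyplal1 (-2.76), Dbp (-2.50) and the Notch modulator Lfng (-2.22) fell. Immediate early genes rose for 18 of 19 (18 adjusted over the list alone), with Myc at 3.74, and regeneration-associated genes for 10 of 13 (10), with Socs3 at 3.79. Acute phase genes rose for 5 of 5 (5), with Cebpd at 3.33, and repair Schwann cell genes for 4 of 8 (4, each adjusted over the list alone), with Tnc at 2.22 and Ccl2 at 2.61. These 4 lists had adjusted p values of 0.0597, 0.0205, 0.0205 and 0.0576 with an estimated correlation. Sensory neuron markers rose for 10 of 18 as well (11 adjusted over the list alone; median 0.46; camera adjusted p = 0.00445, and adjusted p = 0.396 with an estimated correlation). At 24 h the lipid droplet gene Plin4 (5.78), Dpep1 (5.07), the serpin Serpina3n (3.21 ± 0.32), the glial filament Gfap (3.21 ± 0.42) and Cd68 (3.18) rose, and Slco1c1 (-3.65), the tight junction gene Cldn11 (-2.49), Dcc (-2.47) and Pmp2 (-2.32) fell. Acute phase genes rose for 3 of 5 (4 adjusted over the list alone; adjusted p = 0.00839 with an estimated correlation). Satellite glia markers fell for 3 of 12 (6 adjusted over the list alone), with Ednrb at -1.04 and Apoe at -0.51, and sterol synthesis genes for 3 of 20 (7 adjusted over the list alone), with Nsdhl at -1.25. The adjusted p values of these 2 lists were 0.0536 and 0.5 with an estimated correlation.

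Counts in the Dhh IP were 126 genes at 4 h (58 higher, 68 lower), 3620 at 12 h (1905 and 1715) and 295 at 24 h (135 and 160). A cause particular to the 12 h Dhh libraries was not tested, as said further below. Leaving out 1 library gave 48, 36, 37, 33 and 56 genes at 4 h without 4 h replicates 1, 2 and 3 and naive replicates 1 and 2. It gave 96, 159, 160 and 142 genes at 24 h without 24 h replicates 1 and 3 and naive replicates 1 and 3. With only the libraries compared the counts at 4 and 24 h were 558 and 450.

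The change in the Isl1 IP was then compared with that in its input, by a test of the difference between them. The input holds RNA of all cells of the ganglion, and the IP that of the tagged neurons. A difference can therefore come from RNA of other cells, and it does not isolate ribosome association. In the Dhh IP, Fos, Egr1 and Ier2 rose at 4 h and Dbp fell at 12 h, so glial RNA in the input could give such differences for these genes. At 4 h the immediate early gene Ier2 (-1.82 ± 0.31) and Pcbp2 (-0.61 ± 0.091) were among 3 genes whose change was lower in the IP. At 12 h Dbp, which fell in the input and stayed near its naive level in the IP (-0.31 ± 0.13, adjusted p = 0.226), was higher by 2.09 ± 0.30, and Antxr1 by 1.03 ± 0.17. Markers of 4 other cell types moved the same way, though 0 of them passed over all genes (edgeR): the median was 0.98 for 10 myelinating Schwann cell markers (10 adjusted over the list alone), 1.10 for 7 satellite glia (5), 1.43 for 3 fibroblast (2) and 1.01 for 4 macrophage markers (0). Camera gave these 4 lists adjusted p values of 2.05e-12, 0.00139, 0.0311 and 0.00506, and 0.115, 0.281, 0.432 and 0.305 with an estimated correlation. Mural cell markers (median 0.06; camera adjusted p = 0.586) and repair Schwann cell genes (adjusted p = 0.706) did not pass, and 2 endothelial markers had a median of -0.03. At 24 h 0 genes passed edgeR's quasi-likelihood test, with 359 at an unadjusted p under 0.05, 4 by DESeq2 and 1 by the likelihood ratio test. Ribosomal protein genes were lower at 4 h for 0 of 83 (25 adjusted over the list alone; camera adjusted p = 1.77e-41, and adjusted p = 0.186 with an estimated correlation). Immediate early genes were lower for 1 of 14 (7 adjusted over the list alone; adjusted p = 0.0787 with an estimated correlation). Cap-binding and initiation genes were lower at 4 h for 0 of 21 (1 adjusted over the list alone). Clock genes were higher at 12 h for 1 of 11 (4 higher and 1 lower adjusted over the list alone). Camera gave these 2 lists adjusted p values of 0.013 and 1.28e-06, and 0.0787 and 0.0483 with an estimated correlation. The latter became 0.209 and 0.116 with the animal as a block. Interferon response genes were higher at 24 h for 0 of 13 (5 adjusted over the list alone; camera adjusted p = 2.33e-12, and adjusted p = 0.454 with an estimated correlation), with Isg15 at 1.45 ± 0.40, adjusted p = 0.998. Myelinating Schwann cell markers and nuclear long non-coding RNAs moved the same way at 24 h, with medians of 0.49 over 10 and 0.46 over 5 genes (0 and 0 higher adjusted over the list alone). Their adjusted p values were 0.00288 and 0.00572 by camera, and 0.76 and 0.631 with an estimated correlation. IP and input with the same number were taken as parts of the same lysate. With the animal as a block 46, 45 and 15 genes passed at 4, 12 and 24 h. An injured IP without an input of its number adds nothing to this test. It therefore rests on 2 pairs at each time after injury against 3 naive pairs. Of the lists, 11 ribosomal protein and 6 immediate early genes were then lower at 4 h, and 3 interferon response genes higher at 24 h. By camera with an estimated correlation these 3 lists had adjusted p values of 0.192, 0.0268 and 0.108 with the block. Blocked in this way, Fos (-2.11 ± 0.16), Egr1 (-1.86 ± 0.21), Ier2 (-1.80 ± 0.17) and Atf3 (-0.57 ± 0.10) were lower in the IP at 4 h. Dbp (2.05 ± 0.23), Irf7 (1.42 ± 0.28) and Per1 (0.68 ± 0.14) were higher at 12 h, and Isg15 (1.33 ± 0.24) and Rsad2 (1.25 ± 0.12) at 24 h. These genes were chosen after their values were seen. The block also ended the camera calls of oxidative phosphorylation at 4 h (adjusted p = 0.646, from 0.00087) and of regeneration-associated and heat shock genes at 24 h (0.532 and 0.266, from 0.0253 and 0.0355). It added the stress response at 4 h (0.042), nuclear long non-coding RNA at 12 h (0.0275) and oxidative phosphorylation at 24 h (6.23e-05), which had adjusted p values of 0.192, 0.469 and 0.628 with an estimated correlation. Leaving out any 1 of the 11 libraries at 4 h left 0 or 1 gene. At 12 h the count was 23 and 4 without 12 h IP replicates 2 and 3, 0 without 12 h input replicate 3 and 1 without any naive IP replicate or naive input replicates 2 and 3. At 24 h it was 5 without IP replicate 2 and 1 without input replicate 3.

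Of 11260 genes tested in both fractions, 2632 were called in the Isl1 IP at some time, 1206 in the input and 853 in both, so 1779 (67.6%) were called in the IP alone. Being called in 1 fraction does not show a difference between fractions: 1 of the 1779 passed the test of the difference at the time it was called, and 28 did with the animal as a block. In the IP these genes changed by a median of 0.32, and in the input by a median of 0.18 in the same direction. Interferon genes were among them at 24 h, with Gbp2 at 1.65 ± 0.27 in the IP and -0.26 ± 0.54, adjusted p = 0.829 in the input, and Isg15, chosen after its values were seen, at 1.35 and -0.09 ± 0.28, adjusted p = 0.886. With input and IP libraries matched by number 1099 genes were called in the IP alone, and without naive IP replicates 1, 2 and 3 the number was 802, 668 and 737. The study reported that a cytosine-rich motif of 5' untranslated regions (UTRs) was enriched at the later times after injury in genes changed in the IP alone. It searched RefSeq UTRs with a motif trained on known genes. Here a simpler window count in GENCODE UTRs was used, so the shares below do not test the study's motif. The first set was genes whose IP change exceeded the input change. A 15 nt window with 9 or more C and 13 or more C or G was present in 50% of the 2 such genes, Antxr1 and Dbp, and in 42.2% of the other genes. A set of 2 genes is too small to test a share, so no p value is given. Among 44 genes of the test with the animal as a block the share was 36.4% against 42.2% (permutation test with 1e+05 resamples, two-sided, p = 0.453), and among 692 genes that rose in the IP alone it was 45.1% against 42.0% (permutation p = 0.111).

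The last comparison asked whether neurons and glia responded differently, as the difference of the Isl1 IP and Dhh IP changes. At 4 h immediate early genes changed less in neurons: Fos at -4.84 ± 0.58, Btg2 at -4.35, Ier2 at -4.29 and Egr1 at -4.26. Of the list, 9 of 14 genes were lower (10 adjusted over the list alone; camera adjusted p = 1.01e-46, and adjusted p = 0.00152 with an estimated correlation). At 12 h Gpr3 (-5.30), Arc (-4.70) and Tnfrsf12a (-4.64 ± 0.41) were lower and Lyplal1 (2.58) and Dbp (2.21) higher in neurons, and regeneration-associated genes were lower for 10 and higher for 1 of 13 (10 and 1 adjusted over the list alone; adjusted p = 0.0445 with an estimated correlation). Sensory neuron markers moved the same way, lower for 10 of 18 (11 adjusted over the list alone; median -0.43; camera adjusted p = 0.000298, and adjusted p = 0.18 with an estimated correlation), and 1 gene stands on both lists. The immediate early list had a median difference of -2.96 at 12 h, but of -0.0382 between the Isl1 IP and its input. That input also holds glial RNA. A cause particular to the 12 h Dhh libraries was not tested and stays open for the differences at 12 h. At 24 h Atf3 (3.72 ± 0.47), Timp1 (3.45), Igfbp3 (3.03), Fst (2.81) and Flrt3 (2.42) changed more upward in neurons than in glia, and Serpina3n (-2.75 ± 0.37) and Rilp (-3.37) less so. Regeneration-associated genes were then higher in neurons for 5 of 13 (6 adjusted over the list alone; camera adjusted p = 1.99e-05, and adjusted p = 0.169 with an estimated correlation). Sterol synthesis genes were higher for 6 of 20 (13 adjusted over the list alone; camera adjusted p = 1.44e-11, and adjusted p = 0.217 with an estimated correlation). Mural cell and satellite glia markers moved the same way, higher for 1 of 3 (2 adjusted over the list alone; median 0.51) and 1 of 7 (1 adjusted over the list alone; median 0.58). Camera gave these 2 lists adjusted p values of 0.0373 and 0.0912, and 0.169 and 0.622 with an estimated correlation. The counts were 91, 2568 and 292 genes, and with DESeq2's size factors the split at 12 h went from 1286 higher and 1282 lower to 992 and 1532. The count at 4 h was 37, 32, 32, 35, 40 and 31 without Isl1 4 h replicates 1, 2 and 3 and Isl1 naive replicates 1, 2 and 3. It was 47, 51, 54 and 163 without Dhh 4 h replicates 2 and 3 and Dhh naive replicates 2 and 3. That at 24 h was 166 without Isl1 24 h replicate 3 and 156, 135 and 161 without Isl1 naive replicates 1, 2 and 3. Both pull-downs stood in 1 fit, and the test compares their changes, not their levels.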

Values the study reported

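The study reported over 1600 genes that were differentially expressed after injury in the Isl1 pull-down and not in the input. It reported that 83.7 ± 8% of reads mapped uniquely to the mouse genome.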

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

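Of the tests in this part, that of neuronal RNA in the 12 h Dhh pull-downs and the counts over other splits of the Isl1 and Dhh libraries were chosen after the results were seen. The results of the next and the last paragraph were singled out because the response to injury differed between 2 groups by a test of the difference itself, an interaction term at an adjusted p under 0.1 (edgeR). The 2 patterns weighed between them compare counts of called genes, and such a comparison is not a test of a difference.

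Over all genes, the responses of neurons and glia differed in 91 at 4 h, 2568 at 12 h and 292 at 24 h. At 4 h the changes of Fos (-4.84), Btg2 (-4.35), Ier2 (-4.29), Egr1 (-4.26) and Zfp36 (-3.98), which encode transcription factors and regulators of early growth responses, were lower in the Isl1 IP than in the Dhh IP. Those of the cell cycle kinase Wee1 (2.08), Zfp13 (1.5), the RNA polymerase subunit Polr1b (1.27), Ifrd1 (1.16) and Smc5 (1.09) were higher. At 12 h Gpr3 (-5.30), Arc (-4.70), Tnfrsf12a (-4.64), Nfil3 (-4.03) and Gadd45b (-4.03) were lower in neurons, and Lyplal1 (2.58), Dbp (2.21), Trim7 (2.21), Mettl8 (2.07) and Rab29 (2.07) higher. At 24 h Atf3 (3.72), Timp1 (3.45), Igfbp3 (3.03), Fst (2.81) and the axon guidance molecule Sema6a (2.78) were higher in neurons, and Rilp (-3.37), Fam105a (-2.77), Serpina3n (-2.75), C1qtnf1 (-2.58) and Isyna1 (-2.10) lower. Splits within each line were fitted with only the 12 libraries compared, where the real split gave 321 genes at 4 h and 2082 at 12 h. With the real split counted, as many genes were called in 3 of 35 at 4 h (highest other 1237) and in 4 of 36 at 12 h (highest other 3274). Chance was not excluded by these counts. All the other splits that large kept the Dhh groups apart as in the real split, so they hold the glial response and are no measure of chance for it. Of the splits that mixed the Dhh groups, 27 at 4 h and 30 at 12 h, the highest gave 44 and 1 genes.

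The first pattern weighed is the size of the glial response at 12 h: 3620 genes in the Dhh IP, against 126 at 4 h and 295 at 24 h. Fewer libraries at 24 h are argued against, because 3146 or more genes were called with any 12 h library left out, and so are trends with transcript length (3608 genes after a correction) and GC content (3581). Admixed neuronal RNA is argued against as the whole cause, because 1412 of the called genes (39.0%) fell by more than 0.5 on the log2 scale, while sensory neuron markers summed to 1772 ± 132 CPM at 12 h and 1373 ± 142 CPM in naive Dhh pull-downs, far under the 34780 CPM of the lowest naive Isl1 pull-down. Only 10 splits of the 6 libraries exist, too few for a share under 0.05: the real split gave 2892 genes, 1 of the 10 splits gave that many, and the highest other gave 0. A glial response that is larger at 12 h than at 4 or 24 h may account for the pattern, as a hypothesis found and tested on the same data. For immediate early genes the Isl1 input, which also holds glial RNA, changed at 12 h about as the Isl1 IP did. The median over 14 genes of the Isl1 IP change less the Dhh IP change was -3.31 at 4 h and -2.96 at 12 h. That of the Isl1 IP change less the input change was -0.812 and -0.0382. A cause particular to the 12 h Dhh libraries was not tested and stays open.

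The second pattern is the 1779 genes called in the Isl1 IP and not in its input. Fewer input libraries are argued against as the whole cause, because 1099 genes were still called in the IP alone with matched replicate numbers, though this is a lower count. Whether the RNA level of these genes stayed the same in the input cannot be told from the sign: 92.92% of them (1653) changed in the same direction in the input, but so did 76.5% of the 8270 genes called in neither. The bound written for this test beforehand, 80%, was therefore wrong. The direct test of the difference called 1 of them at the time it was called, and 28 with the animal as a block, and these data leave open how many of the 1779 RNAs changed on ribosomes alone.

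In that direct test of the Isl1 IP against its input, 3 genes differed at 4 h, among them Ier2 (-1.82) and the RNA-binding protein gene Pcbp2 (-0.61), and 2 at 12 h, Dbp (2.09) and Antxr1 (1.03). That fit leaves out the pairing of IP and input of the same number, which were taken as parts of the same lysate. With the animal as a block, chosen after seeing the data, 46, 45 and 15 genes differed at 4, 12 and 24 h. In both fits the input held RNA of all cells of the ganglion, so a difference does not isolate ribosome association.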

How the results depend on the processing

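In this part the authors' effective library sizes, the block by animal, the fit without the second pull-downs, the corrections for length and GC content and the added gene sets of the UTR question were chosen after seeing the data, as were the counts over other splits. For the causes of the changes below the cause was not tested, unless fewer libraries or genes tested are named.

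The 256 gene and comparison pairs checked leave out those named only with the animal as a block, such as Fos in the difference of IP and input. None of the 256 turned direction under any setting run. Of the 248 that passed, 46 lost their call with some library left out, 16 at an FDR under 0.05, 9 with the replicate number as a block, 7 with matched replicate numbers and at most 3 under each other setting. Scaling by DESeq2's size factors or the authors' library sizes moved the median of all genes by up to 0.152 (log2), for IP against input in Runx3. Over 0.1 it moved only there, for Dhh against Runx3 (0.137) and for Runx3 against PGK (0.108), and no direction given for a list turned with it. Of 1307 pairs of list and comparison, camera called 540 with the preset and 91 with an estimated correlation, all 91 in the same direction, and fry 338. Small changes are limited by the spread between libraries more than by depth: simulated 1.41-fold changes were recovered for 10.4% of genes between the Isl1 and Adv IP and 80.6% in the Isl1 IP at 24 h.

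Counts within 1.5 times under every setting run, each library left out included, were those of the Dhh IP against the other pull-downs, Isl1, Adv and PGK against Runx3, IP against input in Adv, Dhh and Runx3, and the Dhh IP at 12 h and its difference from Isl1 at 12 h. With DESeq2 in place of edgeR's quasi-likelihood test, Isl1 against Adv went from 0 to 189 genes, the inputs of any pair from 1 to 393 and of the strains from 3 to 22, and the supernatants from 403 to 1073 and from 0 to 97. In time order where 3 or 2 values follow, the Isl1 IP had 615 and 1080 genes at 4 and 12 h, the Isl1 input 459 and 958, the Dhh IP 351 and 505 at 4 and 24 h, the difference of IP and input 26, 17 and 4, and that of Isl1 and Dhh 216 and 490 at 4 and 24 h. By the likelihood ratio test the same counts were 42, 152, 17, 638 and 15, then 529 and 913, 457 and 985, 296 and 458, 24, 23 and 1, and 198 and 485.

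With fewer genes called by construction, an FDR under 0.05 left 0 genes between strains in the input, 262 over pairs of supernatants, 1271 for PGK IP against input, 211, 271 and 1394 in the Isl1 IP, 62, 182 and 603 in the Isl1 input, 60 and 180 in the Dhh IP at 4 and 24 h, 1 and 1 for the difference of IP and input at 4 and 12 h, and 43 and 169 for that of Isl1 and Dhh at 4 and 24 h. With more genes tested, no FPKM filter and filterByExpr gave 2544 and 2541 genes for Adv against PGK, 3258 and 3279 for Isl1 against PGK and 5145 and 5102 for Isl1 IP against input, and both gave 0 between strains in the input, as did DESeq2's size factors. With only the libraries of the 2 groups compared, Isl1 against PGK had 1273 genes, the Isl1 IP 1435, 1861 and 1335, the Isl1 input 668 and 1518 at 4 and 12 h, and the Dhh IP 558 and 450 at 4 and 24 h. Without the second pull-downs, PGK IP against input had 3229, and with matched replicate numbers 1099 genes were called in the IP alone.

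Libraries of different lines or times that carry the same replicate number share only that number by the labels. Their deviations from the group means correlated by over 0.1 in 15 of 26 pairs of naive IP (-0.74 to 0.86), 17 of 30 of naive input (-0.55 to 0.86), 22 of 30 of supernatant (-0.74 to 0.85), 9 of 18 of Isl1 IP, 2 of 12 of Isl1 input and 2 of 15 of Dhh IP. In this order, 7 of 14, 9 of 15, 12 of 15, 8 of 12, 0 of 9 and 7 of 11 libraries correlated best with their own number. This is a hint from the data of a shared factor, most of all in the supernatants, and not part of the design. With this replicate block, Isl1 against Adv had 1 gene, inputs of any pair 15, inputs of the strains 0, supernatants 824 and 8, the Isl1 input 36, 47 and 616, and the difference of IP and input 4 at 12 h. With the block by animal, PGK IP against input had 3669 genes, supernatant against input 4392, and the difference of IP and input 46, 45 and 15. With an estimated correlation the animal block ended the calls of myelinating Schwann cell and satellite glia markers in the Adv IP against input (adjusted p = 0.104 and 0.198, each from 0.0644), of fibroblast and mural cell markers in Isl1 (0.114 and 0.19, each from 0.0416), and of cap-binding genes at 4 h (0.209, from 0.0787) and clock genes at 12 h (0.116, from 0.0483) in the difference of IP and input. It brought nuclear long non-coding RNAs in Adv under 0.1 (0.0509, from 0.138). Beside these and the calls given with the results, the animal block changed no other camera call of a list. Numbers of called genes did move. For IP against input they were 6104 in Adv, 9038 in Dhh, 4608 in Isl1 and 8125 in Runx3 with the block. Numbers of called list members moved too, such as regeneration-associated genes in the difference of IP and input at 4 h (3 lower, from 0).

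Leaving out 1 library gave 0 to 42 genes over pairs of inputs and 0 to 6 between strains, 223 to 435 and 0 to 3 in supernatants, and 977 to 2684 for PGK IP against input. It gave 110 to 231, 81 to 373 and 1158 to 2889 in the Isl1 IP, 11 to 77, 29 to 277 and 491 to 1943 in the Isl1 input, and 33 to 124 and 96 to 228 in the Dhh IP at 4 and 24 h. The difference of IP and input had 0 to 1, 0 to 23 and 0 to 5 genes, that of Isl1 and Dhh 31 to 163 at 4 h and 135 to 415 at 24 h, and 668 to 2584 genes were called in the IP alone. Where this left 1 library in a group, it was assumed to vary like the others. The fit without replicate 2 of the naive Dhh IP was not run, as that library was not analysed here.

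The share of genes with the UTR window was 7.83 percentage points from that of the others in the 2 genes, a set too small to test, so neither this sign nor its turn with the window is a result. The other differences were -16.63 with 8 C and 12 C or G, -20.08 with 10 and 14, -5.83 in the set of the animal block and 3.14 in genes risen in the IP alone. A logistic model with UTR length and GC could not be fitted to the 2 genes. In the 44 and 692 genes of the added sets it gave log odds of 0.195 ± 0.383 and 0.00537 ± 0.1 (SE).

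Splits of the libraries were drawn as a check on chance, and each share counts the real split. For supernatant against input 1 of 30 splits reached the real count (2407, highest other 0). This share is under 0.05, and it is the smallest that 30 splits can give. Pairs of 3 libraries allow only 10 splits, too few for a share under 0.05. Real counts with only those libraries, and the highest other, were 558 and 2 for the Dhh IP at 4 h, 1435 and 1, 1861 and 2, and 1335 and 0 for the Isl1 IP, 4309 and 0, 2843 and 0, and 6958 and 0 for IP against input in Adv, Isl1 and Runx3, and 362 and 1505 in PGK. They were 0 and 2381 for Isl1 against Adv, 5354, 5885, 6250, 1070 and 1273 with 0 each for Isl1 and Adv against Runx3, Runx3 against PGK, and Adv and Isl1 against PGK. The PGK split with 1505 has both libraries of animal 1 on a side and both of animal 2 on the other, so it also holds what differs between these animals. Of the splits that part the IP and input of every animal, the 3 others in each of these 4 lines gave 0 genes, still too few for a share under 0.05. Of those that part supernatant and input of every animal, 1 of 30 reached the real count, and the highest other gave 0. In the inputs 7 of 30 splits gave as many genes as the 1 over all pairs (highest other 5392) and 2 of 30 as the 3 between strains (4204). In supernatants 6 of 30 gave as many as the 403 (5362). Chance is not excluded for these 3 counts, and splits with many more genes point to a structure of the samples other than the line. For the 0 genes between strains in supernatants, 30 of 30 splits give as many by construction (highest other 1171), which says nothing on chance.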

Other observations

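The first principal component of the naive libraries and the share of ribosomal RNA were computed after the data were seen.

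In the Dhh IP at 12 h glucocorticoid response genes rose for 9 of 11 (9 adjusted over the list alone), with Mt2 at 3.60 ± 0.37, Zbtb16 at 3.57 ± 0.59 and the cell cycle inhibitor Cdkn1a at 2.34 ± 0.22. Genes of the unfolded protein and integrated stress response rose for 10 of 14 (11 adjusted over the list alone), with the chaperone genes Dnajb9 at 1.17 and Hspa5 at 1.13. Camera gave these lists adjusted p values of 3.27e-10 and 0.00127, and 0.128 and 0.356 with an estimated correlation. Sensory neuron markers rose in the same libraries for 10 of 18 (median 0.46). At 24 h regeneration-associated genes rose in the Dhh IP for 3 of 13 (7 adjusted over the list alone; adjusted p = 0.0435 with an estimated correlation).

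Supernatants of Isl1 held more Gfap (2.47) and Fam107a (1.93) than those of PGK.

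Much of the spread between naive libraries lay along 1 axis: the first principal component held 57.5% of the variance over the 15 inputs, 54.7% over the 15 supernatants and, after subtracting the mean of each line, 65.7% over the pull-downs. The second pull-downs of Adv, PGK and Runx3 held 6.6, 4.9 and 9.13% of their counts in the ribosomal RNA gene Rn45s, and that of Isl1 0.79%. On this axis those of Adv, PGK and Runx3 stood at 28.4, 41.1 and 28.6. In Isl1 the first pull-down stood apart instead, at 29.4 against -19.5 and -9.9, and it held 1.46% in Rn45s.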
